# Defective structural RNA processing in relapsing-remitting multiple sclerosis

**DOI:** 10.1186/s13059-015-0629-x

**Published:** 2015-03-25

**Authors:** Charles F Spurlock, John T Tossberg, Yan Guo, Subramaniam Sriram, Philip S Crooke, Thomas M Aune

## Abstract

**Background:**

Surveillance of integrity of the basic elements of the cell including DNA, RNA, and proteins is a critical element of cellular physiology. Mechanisms of surveillance of DNA and protein integrity are well understood. Surveillance of structural RNAs making up the vast majority of RNA in a cell is less well understood. Here, we sought to explore integrity of processing of structural RNAs in relapsing remitting multiple sclerosis (RRMS) and other inflammatory diseases.

**Results:**

We employed mononuclear cells obtained from subjects with RRMS and cell lines. We used quantitative-PCR and whole genome RNA sequencing to define defects in structural RNA surveillance and siRNAs to deplete target proteins. We report profound defects in surveillance of structural RNAs in RRMS exemplified by elevated levels of poly(A) + Y1-RNA, poly(A) + 18S rRNA and 28S rRNAs, elevated levels of misprocessed 18S and 28S rRNAs and levels of the U-class of small nuclear RNAs. Multiple sclerosis is also associated with genome-wide defects in mRNA splicing. Ro60 and La proteins, which exist in ribonucleoprotein particles and play different roles in quality control of structural RNAs, are also deficient in RRMS. In cell lines, silencing of the genes encoding Ro60 and La proteins gives rise to these same defects in surveillance of structural RNAs.

**Conclusions:**

Our results establish that profound defects in structural RNA surveillance exist in RRMS and establish a causal link between Ro60 and La proteins and integrity of structural RNAs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0629-x) contains supplementary material, which is available to authorized users.

## Background

Relapsing remitting multiple sclerosis (RRMS) affects approximately 0.1% of the population. RRMS is characterized by de-myelination of neurons but disease mechanisms are incompletely understood. Involvement of innate and adaptive arms of the immune system is detected in inflammatory demyelinating lesions implicating these in pathogenesis. Both genetic and environmental factors are also implicated in the origins of RRMS [1-8].

Studies have demonstrated an expanding complexity of non-protein-coding RNAs (ncRNA) in higher eukaryotes [9]. Non-vertebrate metazoans and microbes possess a single Y RNA while humans encode up to four Y RNAs, termed Y1, Y3, Y4, and Y5 RNA [10]. Y RNAs are approximately 100 nucleotides in length and are transcribed by RNA polymerase III. Y RNAs possess sequence-specific binding sites for the Ro60 protein [11]. All four human Y RNAs assemble into ribonucleoprotein (RNP) particles including Ro60, La, and other proteins [12]. Precise functions of Y RNAs and Ro nucleoprotein particles are incompletely understood but studies suggest they contribute to ncRNA quality control and ribosomal RNA (rRNA) processing [13,14]. To produce mature rRNAs, RNA polymerase 1 transcribes a 47S precursor rRNA that is processed via endonucleolytic, exonucleolytic, and additional modifications producing mature 5.8S, 18S, and 28S rRNAs [15-17]. Small nuclear U RNAs are another form of ncRNA making up the RNA portion of the RNP complex known as the spliceosome required for splicing of pre-mRNAs to mature mRNAs [18,19]. In vertebrates, major small nuclear U RNAs include U1, U2, U4, U5, and U6 [20,21]. Defects or mutations in specific small nuclear U RNAs or the genes encoding proteins required for biogenesis of U-RNA RNP complexes, such as SMN1 (survival of motor neuron 1), give rise to specific neurodegenerative disorders rather than global defects [22-26].

Polyadenylation of mRNAs at the 3’ end is a necessary step in their synthesis and maturation [14,19,27-32]. Mature, fully processed ncRNAs lack 3’ poly(A) tails. Addition of poly(A) tails to ncRNAs represents a critical quality-control step to promote degradation of mis-folded or mis-processed ncRNAs. Specific protein complexes exist to add poly(A) tails to RNA substrates to promote their degradation by stimulating exonucleolytic activity of the exosome thus leading to degradation of mis-processed or mis-folded ncRNAs.

It is fundamentally unknown how normal cellular processes or responses to extracellular stimuli may invoke polyadenylation and degradation of ncRNA substrates or if human disease processes exhibit defects in polyadenylation of ncRNA substrates as part of their pathogenesis. Here, our results demonstrate that mononuclear cells from subjects with RRMS exhibit pervasive increases in levels of polyadenylated ncRNAs including Y1 RNA, 18S and 28S rRNA, and U1, U2, and U4 snRNAs and these defects are unique to RRMS. Defects in expression of both Ro60 and La proteins in RRMS appear to contribute to increased polyadenylation of ncRNAs. Further, IFN-β1b, a common RRMS therapy [33], restores both Ro60 and La levels to normal as well as levels of polyadenylated Y1 RNA and U1 snRNA suggesting that aberrant polyadenylation of ncRNA substrates may have pathogenic consequences.

## Results

### Elevated polyadenylation of ncRNA substrates in RRMS

To initiate our studies, we determined levels of Y RNAs in different subject cohorts by quantitative PCR using either random hexamers or oligo-dT for synthesis reasoning that random hexamers should allow amplification of all Y RNAs independent of whether or not they were polyadenylated but that oligo-dT would allow amplification of only those Y RNAs that were polyadenylated consistent with previously established methodologies [31]. We also confirmed that >95% of total cellular Y RNAs were retained during the PaxGene total RNA isolation procedure. Sanger sequencing of the PCR products confirmed identity of all human Y RNAs. We found that levels of total Y RNAs (random hexamers) were not markedly different between CTRL and RRMS subjects (Figure 1A). In marked contrast, levels of polyadenylated Y1 RNA (oligo-dT), but not other Y RNAs, were increased by about 20-fold in RRMS relative to CTRL (Figure 1B). This elevation of polyadenylated Y1 RNA was not seen in systemic lupus erythematosus (SLE), rheumatoid arthritis (RA), neuromyelitis optica (NMO), or Parkinson’s disease (PD) (Additional file 1: Table S1 for a description of subjects) (Figure 1C). In a cross-sectional analysis, we compared levels of polyadenylated Y1 RNA in blood samples obtained from subjects experiencing a first clinically isolated syndrome who went on to develop RRMS at a later date (CIS-MS), from subjects at the time of their diagnosis of RRMS but prior to onset of any therapies (RRMS-NAÏVE) and from subjects with RRMS of >1 year’s duration (RRMS) (Figure 1D). We found that levels of polyadenylated Y1 RNA were elevated in both RRMS-NAÏVE and RRMS cohorts but that levels of polyadenylated Y1 RNA were similar to CTRL levels in the CIS-MS cohort. Thus, increased polyadenylation of Y1 RNA, but not other Y RNAs, was observed in RRMS, but not other autoimmune diseases.

**Figure 1:**
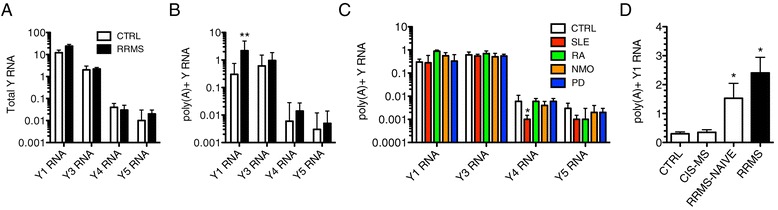
Increased levels of poly(A) + Y1 RNA in RRMS. (**A**) Total Y RNA levels in peripheral whole blood determined after cDNA synthesis using random hexamers in CTRL (N = 24) and RRMS (N = 22). (**B**) As in (A) except oligo-dT was used for cDNA synthesis. (**C**) As in (B) except different disease cohorts. Individual transcripts were normalized to *GAPDH* transcript levels in CTRL (N = 24), SLE (N = 24), RA (N = 18), NMO (N = 22), and PD (N = 19). (**D**) Total poly(A) + Y1 RNA levels were determined using oligo-dT in CTRL (N = 24), CIS-MS (N = 16), RRMS-NAÏVE (N = 24), and RRMS (N = 22). Error bars are S.D. *P <0.05, **P <0.005.

We used a similar approach to measure levels of total and polyadenylated 18S and 28S rRNAs. We found that levels of total 18S and 28S rRNAs were similar between the RRMS and CTRL cohorts when random hexamers were used for cDNA synthesis (Figure 2A). However, we found a marked increase in levels of both polyadenylated 18S and 28S rRNAs as measured by employing oligo-dT for cDNA synthesis (Figure 2B). We therefore determined if there was also an increase in misprocessed rRNAs in RRMS since rRNAs are polyadenylated in the presence of defective processing of the 18S and 28S rRNAs from their 47S rRNA precursor. We predicted that misprocessing of rRNAs should produce 18S and 28S rRNAs longer than the typical 1.9 kb and 5.0 kb, respectively. To test this hypothesis, we designed a series of PCR primers to probe lengths of 18S and 28S rRNAs. We used common primers within the 18S or 28S rRNA (black arrows) and four additional primers; one within the classic 18S or 28S rRNA (green and blue arrows) and three that extend 30, 60, or 90 bp beyond the length of the fully processed 1.9 kb 18S or 5 kb 28S rRNA transcript (orange and red arrows) (Figure 2C). Random hexamers were used for cDNA synthesis. We found that 18S and 28S transcript levels in CTRL and RRMS were approximately the same (normalized to 1), labeled 18S (Figure 2D, left) or 28S (Figure 2D, right), when PCR primers within the 1.9 kb 18S rRNA or 5.0 kb 28S rRNA were employed. However, when we employed an internal primer (black arrow) and external primers 30, 60, or 90 bp distal to the normal transcript size (orange arrows, red arrows) we found a marked increase in transcript levels of 18S rRNA with extended ends between 30 and 90 bp in RRMS compared to CTRL. These 18S rRNA extended ends were more frequent at the 5’ end of the 18S rRNA than the 3’ end of the 18S rRNA. The 28S rRNA had only a modest increase in extended ends in RRMS relative to CTRL at the 5’ end. For the 28S RNA species, the increase in the frequency of extended ends in RRMS relative to CTRL was more pronounced at the 3’ end. We interpret these results to demonstrate that both 18S rRNAs and 28S rRNAs were not accurately processed to their mature size in RRMS.

**Figure 2:**
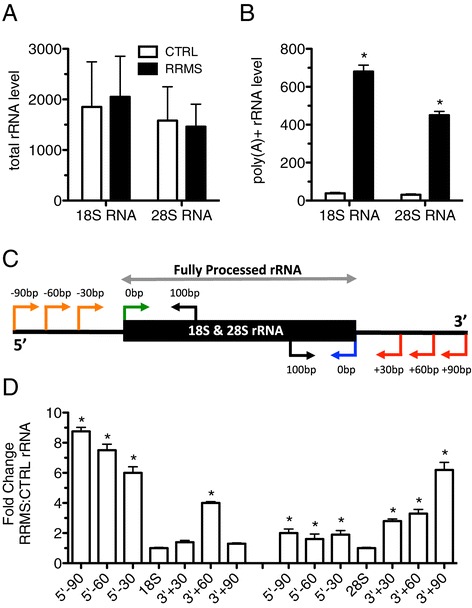
Increased polyadenylation and mis-processing of 18S and 28S rRNAs in RRMS. (**A**) Total rRNA levels in blood determined after cDNA synthesis using random hexamers in CTRL (N = 24) and RRMS (N = 22). (**B**) As in (A) except oligo-dT was used for cDNA synthesis. (**C**) Schematic illustrating PCR strategy to detect misprocessed 18S and 28S rRNAs. (**D**) Transcript levels of misprocessed rRNAs (-90, -60, -30) in RRMS (N = 12) relative to CTRL (N = 12). Results were normalized to total 18S or 28S RNA and are presented as fold difference between CTRL and RRMS. *P <0.05.

Next, we determined levels of U1 RNA in blood (PaxGene tubes) from CTRL subjects, subjects with RRMS or with other inflammatory diseases. As above, synthesis of cDNA was performed using random hexamers and oligo-dT and transcript levels were determined by quantitative PCR. We found a modest increase in total levels of U1 RNA (random hexamers) in RRMS relative to CTRL (Figure 3A). In contrast, poly(A) + U1 transcript levels were markedly elevated in subjects with RRMS relative to CTRL (Figure 3B). The CIS-MS cohort did not exhibit increased poly(A) + U1 RNA levels nor did subjects with other inflammatory diseases, SLE, RA, and NMO. 

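RNA-seq was performed on RNA from whole blood collected in PaxGene tubes from 8 CTRL subjects and 6 subjects with established RRMS, with 1 library per subject. The libraries were prepared with the Illumina Tru-Seq RNA kit using oligo-dT primers, a preparation meant to capture RNA with a poly(A) tail, and were sequenced as paired-end reads. The authors aligned the reads with TopHat and quantified each gene with Cufflinks as FPKM, the fragments of a gene scaled by its length and by the mapped fragments of the library. The deposited table gives FPKM for 57750 Ensembl genes in 14 libraries, and the values were used without further scaling between libraries. The libraries are numbered in 2 series, here called library sets. Library set 1 holds 2 CTRL and 2 RRMS libraries (replicates 1 and 2 of each), and library set 2 holds 6 CTRL and 4 RRMS libraries. Because both conditions are present in both sets, each difference was also computed within library set 2. Library set 1 alone gives only 6 splits of its 4 libraries, so no p from it can fall below 0.333. The table carries no fragment counts, and depth was therefore estimated from the steps between the lowest FPKM values of a library, which correspond to whole fragments. With an assumed fragment length of 180 nucleotides, the estimate was between 19700000 and 39500000 fragments per library, with a median of 24000000 in CTRL and 29500000 in RRMS. A value of 0 in the table does not always mean that an RNA was absent, because HBB, a beta-globin gene of red blood cells, is listed at 0 in all 14 libraries. The alpha-globin genes HBA1 and HBA2 are listed at 0 in 7 and 12 libraries. Single RNAs were compared on the scale of log2(FPKM + 1) by a two-sided exact permutation test over the 3003 splits of the 14 libraries into groups of 8 and 6. The same scale was used in limma for the 13205 genes with an FPKM of at least 1 in at least 6 libraries, with Benjamini-Hochberg adjustment. Positions of genes are those of GENCODE release 29 on GRCh38, matched by Ensembl identifier. The paper's text does not name the build used for the alignment.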

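U1 snRNA was measured as the sum of 28 genes listed as RNU1, RNVU1 or U1 copies, of which 19 were above 0 in at least 1 library. One of them, RNU1-1 (ENSG00000206652), lies on chromosome 1 from 16514122 to 16514285. 7 of the copies had nearly equal mean FPKM, between 40.8 and 41.7, and reads that fit several copies cannot be assigned to one of them, so that the sum was compared. As an alternative, the copy with the highest mean was taken alone, and its log2 difference was 0.24 (exact permutation test, p = 0.768). The summed FPKM of U1 snRNA was 341 ± 458 (SD, n = 8) in CTRL and 229 ± 119 (SD, n = 6) in RRMS. The ratio of the RRMS mean to the CTRL mean was 0.671, while the difference in mean log2(FPKM + 1) was 0.25 (exact permutation test, p = 0.759). The spread between CTRL libraries exceeded the difference between the groups, with values from 31.6 in CTRL replicate 1 to 1310 in CTRL replicate 3. Without CTRL replicate 3 the ratio of the means was 1.13, and without CTRL replicate 1 the difference in mean log2 was -0.083. The ratio of the medians was 2.04. The library sets taken alone moved the log2 difference most, to 2.90 in library set 1 and to -0.75 in library set 2 (exact permutation test over 210 splits in the latter, p = 0.424). In library set 1, the RRMS libraries had 344 and 304 FPKM and the CTRL libraries 31.6 and 57.2 FPKM.
The table has no gene named RNU2-1 or U2, and the U2 snRNA value is that of RNU2-2P (ENSG00000222328), on chromosome 11 from 62841619 to 62841809. Although its symbol marks it as a pseudogene, GENCODE and RefSeq class it as an snRNA, and it was chosen after the gene names in the table were seen. U2 snRNA is listed at 0 in CTRL replicate 1, and the FPKM of CTRL replicates 2 to 8 was 5.09, 29.7, 43.3, 12.4, 2.08, 19.8 and 2.92. RRMS replicates 1 to 6 had 31.8, 66.5, 12.7, 10.7, 22.7 and 10.4 FPKM. All 6 RRMS libraries were above the CTRL median and 1 was above every CTRL library. The ratio of the means was 1.79 and the difference in mean log2 was 1.33, which did not exceed what regrouping of the libraries gives (exact permutation test, p = 0.144). Within library set 2 the ratio was 0.768, although the difference in mean log2 stayed above 0 at 0.16 (exact permutation test, p = 0.848). In library set 1, with 2 libraries per group, the ratio was 19.3 and the log2 difference 4.25.
U4 snRNA was summed over 4 genes, including RNU4-1 (ENSG00000200795) and RNU4-2 (ENSG00000202538) on chromosome 12. CTRL replicate 6 and RRMS replicate 4 are listed at 0. The other CTRL libraries, in the order of their replicate numbers, had 18.8, 12.4, 11.2, 82.7, 12.8, 40.5 and 4.43 FPKM. The other RRMS libraries had 41.2, 68.8, 10.2, 57.9 and 26.3 FPKM. The RRMS mean was 1.49 times the CTRL mean, with a log2 difference of 0.57 (exact permutation test, p = 0.618). The direction changed within library set 2, where the ratio was 0.934 and the log2 difference -0.066 (exact permutation test, p = 0.967), against 3.52 and 1.74 in library set 1. When FPKM were divided by the GAPDH value of the same library, the ratio was 0.998. In the other direction, it was 2.33 with median-ratio scaling and 2.38 without CTRL replicate 4.

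**Figure D1:**
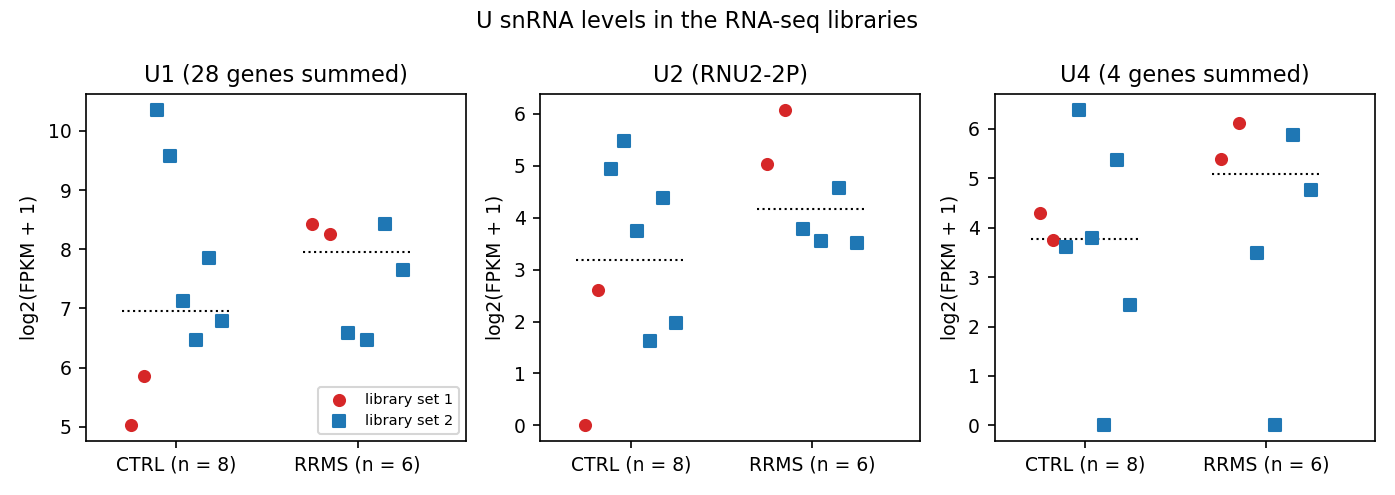
Log2(FPKM + 1) of U1, U2 and U4 snRNA in each of the 8 CTRL and 6 RRMS libraries, with circles for library set 1, squares for library set 2 and dotted lines at the group medians. For U1 the CTRL libraries span 31.6 to 1310 FPKM and the RRMS libraries 87.6 to 344 FPKM.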

We also extracted RNA-seq data and confirmed that poly(A) + U1 RNA levels were elevated in RRMS and that U2 and U4 RNA levels were also elevated in RRMS relative to CTRL (Figure 3C). We also examined expression of total and poly(A) + U11 and U12 transcripts, components of the minor spliceosome pathway, and found elevated poly(A) + U11 and U12 transcript levels in RRMS versus CTRL and increased total U11 transcript levels. Total levels of U12 snRNA were not significantly different between RRMS and CTRL (Figure 3D). Thus, multiple ncRNA species exhibit increased polyadenylation in RRMS relative to CTRL or other autoimmune diseases.

**Figure 3:**
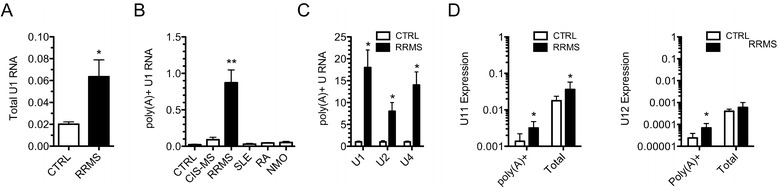
Increased total and polyadenylated U snRNAs in RRMS. (**A**) Total U1 RNA transcript levels were determined by quantitative PCR using random hexamers for cDNA synthesis in CTRL (N = 24) and RRMS (N = 22). Individual transcripts were normalized to *GAPDH* transcript levels. (**B**) As in (A) except total poly(A) + U1 snRNA levels were determined by quantitative PCR using oligo-dT for cDNA synthesis in CTRL (N = 24), CIS-MS (N = 16), RRMS (N = 22), SLE (N = 24), RA (N = 18), and NMO (N = 22). (**C**) As in (A), except transcript levels were determined by whole genome RNA-sequencing (RNA-seq) and normalized to CTRL = 1; CTRL (N = 8) and RRMS (N = 6). (**D**) As in (A, B) except transcript levels of U11 and U12 snRNAs were determined by quantitative PCR using oligo d(T) for poly(A) + or random hexamer primers for total U11 or U12 snRNA.

### Alterations in mRNA processing in RRMS

The U1, U2, U4, U5, and U6 RNAs play critical roles in determining mRNA length and isoform expression via several mechanisms including protection from premature cleavage and polyadenylation of nascent pre-mRNAs [21,26,34]. Disruption of levels of individual U RNAs is sufficient to cause global alterations in alternative splicing and mRNA length. It is not known how imbalances or altered polyadenylation of multiple U snRNAs may impact alternative splicing and mRNA lengths. Since these defects include mRNA shortening by loss of 5’ or 3’ exons, choice of alternative 5’ and 3’ UTRs, choice of initial and final exons and partial retention of intron sequences, we searched our RNA-seq data for differences in splicing and intron retention between CTRL subjects and subjects with RRMS. For each chromosome, we counted the number of reads per exon across the genome in CTRL and RRMS subjects. 

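The deposited table holds 1 value per gene, so that read counts per exon or intron were not analysed here. At the level of whole genes, 4350 of the 13205 genes tested had an unadjusted p under 0.05, and 1 gene had an adjusted p under 0.05 (limma). That gene, ENSG00000232208, had a mean FPKM of 2.54 in CTRL and 0.418 in RRMS, a log2 difference of -1.32 (standard error 0.19, adjusted p = 0.0344), and was lower in RRMS in both library sets. GENCODE lists it as a processed pseudogene. It stayed lower in RRMS in all 21 alternative fits and was not past the threshold in 13 of them. When FPKM were divided by GAPDH, 8346 genes passed the threshold, of which 8324 were lower in RRMS, and the median difference over all genes moved from -0.30 to -0.67. GAPDH itself had a mean FPKM of 502 in CTRL and 692 in RRMS. With median-ratio scaling no gene passed, 4079 genes had an unadjusted p under 0.05, and the median difference was 0.00. Without RRMS replicate 4, the number of genes past the threshold was 2278.
The number of genes with an FPKM of at least 1 was between 12754 and 13880 in CTRL and between 10048 and 13121 in RRMS. The RRMS mean was lower by more than regrouping of the libraries gives (exact permutation test, p = 0.00266), and within library set 2 alone the difference did not reach the threshold (exact permutation test, p = 0.0667). The RRMS libraries of library set 1 had 10586 and 10048 such genes, whereas no other library had fewer than 12311. The median over genes of the difference between RRMS and CTRL was -0.73 on the log2 scale in library set 1, where 78.2% of genes were lower in RRMS. In library set 2 the median was -0.07 and 60.9% of genes were lower. The difference between the library sets was itself tested with an interaction term in limma, which passed the threshold for 4685 genes.

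**Figure D2:**
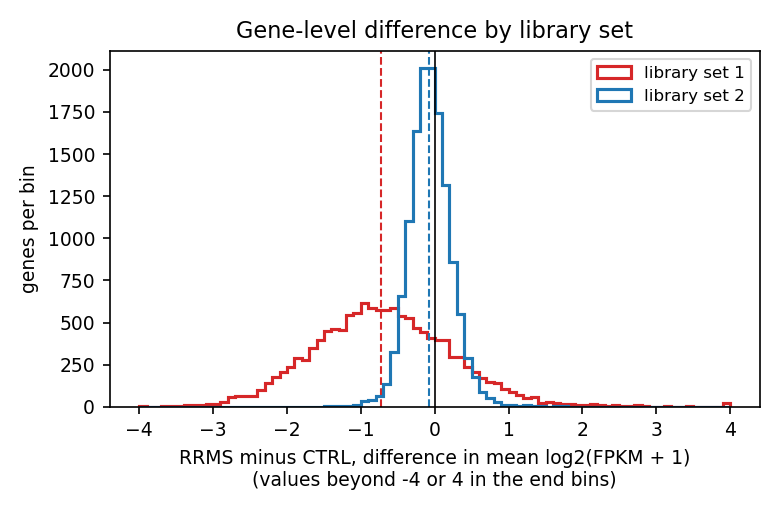
Number of genes by the difference between RRMS and CTRL in mean log2(FPKM + 1), in bins of that difference, for library set 1 (red) and library set 2 (blue), with dashed lines at the medians. The median is -0.73 in library set 1 and -0.07 in library set 2.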

We found a genome-wide loss of exon expression in RRMS relative to CTRL (Figure 4A). Genome-wide analysis of expressed genes demonstrated that 17% of transcribed genes exhibited loss of 5’ exons (5’ shortening) (Figure 4B). Loss of 3’ exons (3’ shortening, 3% of transcribed genes) was less frequent. Intron retention was also less frequent and only 4% of transcribed genes exhibited forms of intron retention. Visual inspection of 3,000 or 30% of expressed genes using the Integrative Genome Viewer (IGV) confirmed these results. We defined 5’ and 3’ shortening to mean that at least one exon at the 5’ or 3’ end of the transcript, respectively, exhibited a >5-fold reduction in expressed counts or FPKM relative to exons at the 3’ or 5’ end of the transcript, respectively, in RRMS subjects compared to CTRL subjects. Intron retention was similarly defined as an increase in read counts localized to an intron by >5-fold in RRMS compared to CTRL subjects. The majority of genes transcribed in mononuclear cells from RRMS compared to CTRL did not display differences in isoform distribution or retention of intron sequences.

**Figure 4:**
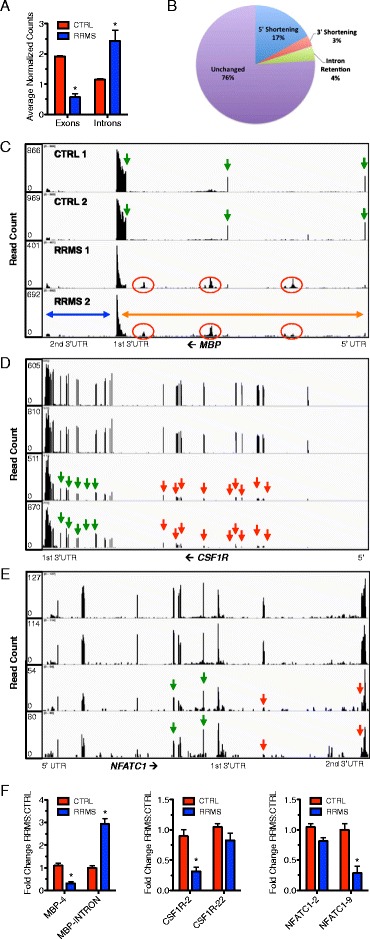
Extensive mRNA isoform loss and intron retention in RRMS. (**A**) Total exon loss and intron gain events across the genome in RRMS (N = 6) and CTRL (N = 8) were determined from RNA-seq analysis (see Methods). Results are expressed as average normalized counts or reads across known exons and introns in CTRL and RRMS. (**B**) Percent abundance of transcript alterations in RRMS relative to CTRL PBMC determined from analysis of genome-wide RNA-seq data. (**C**) Example of intron retention in mRNA encoded by *MBP*. Green arrows identify exons. Red circles identify retention of intron sequences in mature mRNA in RRMS. Orange and blue arrows identify two isoforms. (**D**, **E**) Examples of 5’ mRNA shortening, *CSF1R*, and 3’ mRNA shortening, *NFATC1* in RRMS. Red arrows identify loss of exons in RRMS and green arrows identify exons expressed at equal levels between CTRL and RRMS. (**F**) Expression levels of individual exons and the MBP intron in CTRL (N = 12) and RRMS (N = 12) was determined by quantitative PCR and normalized to CTRL = 1.0 after normalization to transcript levels of *GAPDH*, error bars are S.D. * = *P* <0.05.

We analyzed the number of read counts per intron and found that subjects with RRMS exhibited higher intron read counts across chromosomes compared to CTRL. Examples of these alterations included *MBP*, *CSF1R*, and *NFATC1* (Figure 4C to E). 

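MBP (ENSG00000197971) lies on the minus strand of chromosome 18 from 76978827 to 77133683, and its gene-level FPKM pools its isoforms, so that the value cannot separate exons from retained introns. MBP had 62.4 ± 14.2 FPKM (SD, n = 8) in CTRL and 52.6 ± 23.8 FPKM (SD, n = 6) in RRMS. The difference of -0.37 in mean log2(FPKM + 1) did not exceed what regrouping of the libraries gives (exact permutation test, p = 0.279). It was -1.63 in library set 1 and 0.22 in library set 2 (exact permutation test in the latter, p = 0.333). With median-ratio scaling it was 0.019, and with division by GAPDH it was -0.84 (exact permutation test, p = 0.0400). Division by GAPDH lowered genes in general, since GAPDH was higher in RRMS.
NFATC1 (ENSG00000131196), on the plus strand of chromosome 18 from 79395856 to 79529325, had 10.9 ± 0.950 FPKM (SD, n = 8) in CTRL and 7.92 ± 2.78 FPKM (SD, n = 6) in RRMS. 5 of the 6 RRMS libraries were below every CTRL library. The log2 difference was -0.49 (exact permutation test, p = 0.00566), and in limma, over all genes tested, the adjusted p was 0.115 (standard error 0.20). The difference was -1.08 in library set 1 and -0.19 in library set 2 (exact permutation test in the latter, p = 0.0714). With median-ratio scaling it was -0.14 (exact permutation test, p = 0.121) and with division by GAPDH -0.92 (exact permutation test, p = 0.00233). The latter scaling lowered genes in general.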

We found that the myelin basic protein gene, MBP, which encodes both classic myelin basic protein expressed primarily by myelin forming cells and a second family of proteins, called golli proteins, expressed by T lymphocytes, neurons, and oligodendrocytes, displayed increased intron retention in the mature mRNA (Figure 4C, note that transcription is from right to left) [35-37]. Individual exons are labeled with green arrows and regions of intron retention seen in RRMS are labeled with red circles. Retained intron sequences were present in both ‘golli’ and ‘golli-MBP’ mRNAs; classic MBP gene depicted by the blue arrow, golli-MBP gene depicted by the orange arrow. Thus, U snRNA imbalance in RRMS was associated with intron retention in MBP mRNA.

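The gene-level FPKM of CSF1R (ENSG00000182578), on the minus strand of chromosome 5 from 150053291 to 150113372, was 48.3 ± 7.13 (SD, n = 8) in CTRL and 47.2 ± 16.7 (SD, n = 6) in RRMS. The log2 difference of -0.10 did not exceed what regrouping of the libraries gives (exact permutation test, p = 0.674). It was -0.68 in library set 1 and 0.18 in library set 2 (exact permutation test in the latter, p = 0.333). Its direction changed without RRMS replicate 2, to 0.083, and with median-ratio scaling, to 0.29 (exact permutation test, p = 0.0683). Division by GAPDH, which lowered genes in general, gave -0.57 (exact permutation test, p = 0.0320). These values cover all exons of the gene together, and single exons were not analysed here.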

We also found a marked reduction in transcript levels of the exons comprising *CSF1R* mRNAs. In CTRL subjects, each of the 22 exons was present at approximately equal abundance. However, in RRMS, there was decreased transcript abundance of exons 1 to 11 (green arrows identify exons expressed at similar levels in CTRL and RRMS and red arrows show exon loss) (Figure 4D). Thus, U snRNA imbalance in RRMS was also associated with 5’ shortening. 3’ shortening was also found in RRMS (Figure 4E). All nine exons of NFATC1 mRNA and the 3’ UTR exhibited similar transcript abundance assembled into a continuous mRNA in CTRL subjects. RRMS subjects exhibited a specific loss of the eighth and ninth exons (note that the ninth exon is continuous with the 3’ UTR, red arrows). The remaining expressed exons were present at similar levels in CTRL and RRMS (green arrows). We then validated these findings in a different cohort of CTRL and RRMS subjects using quantitative PCR (Figure 4F). Transcript levels of MBP exon 4, CSF1R exon 2, and NFATC1 exon 9 were significantly reduced in RRMS versus CTRL. Levels of CSF1R exon 22 and NFATC1 exon 2 were only modestly reduced in RRMS similar to our RNA-sequencing findings. We also found increased transcript levels of the MBP intron between MBP exons 3 and 4 in RRMS compared to CTRL. Thus, using both quantitative PCR and RNA-sequencing, we were able to confirm specific examples of intron retention, 5’ shortening, and 3’ shortening in this independent sample set of RRMS subjects. These shortened mRNA isoforms seen in RRMS are consistent with mRNA premature cleavage and polyadenylation, a property that is produced by imbalances of U snRNAs or loss of U snRNA function. U snRNA imbalance observed in RRMS may contribute to intron retention as well as exon loss and mRNA shortening.

### Reduced expression of Ro60 and La in RRMS

Ro60 and La proteins are components of ribonucleoprotein particles, bind discrete structural ncRNAs, and are thought to play important roles in ncRNA processing and quality control. For these reasons, we measured *TROVE2* (Ro60) and *SSB* (La) expression levels in blood samples harvested in PaxGene tubes from the following cohorts of subjects: CTRL, CIS-MS, RRMS, RA, SLE, NMO, and PD. We found that *TROVE2* and *SSB* transcript levels were markedly reduced in the established RRMS cohort compared to CTRL. This difference was unique to RRMS and not observed in other autoimmune disease cohorts or in other inflammatory (NMO) or non-inflammatory (PD) neurologic conditions (Figure 5A). We replicated these findings by whole-genome RNA sequencing (RNA-seq) and obtained equivalent results (Figure 5B). 

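In the RNA-seq libraries, TROVE2 (ENSG00000116747, plus strand of chromosome 1 from 193059422 to 193091777) had 3.72 ± 1.39 FPKM (SD, n = 8) in CTRL and 2.04 ± 1.39 FPKM (SD, n = 6) in RRMS. The ratio of the means was 0.548 and the difference in mean log2(FPKM + 1) was -0.73 (exact permutation test, p = 0.0493). In limma, over all genes tested, the standard error was 0.30 and the adjusted p 0.118. No RRMS library was above the CTRL median, and 2 were below every CTRL library. With each library left out in turn, the log2 difference stayed between -0.87 and -0.53, and the p ranged from 0.0186 to 0.119 (exact permutation tests). Within library set 2, TROVE2 had 3.46 ± 1.46 FPKM (SD, n = 6) in CTRL and 2.86 ± 0.724 FPKM (SD, n = 4) in RRMS. This difference of -0.16 on the log2 scale did not exceed what regrouping of these libraries gives (exact permutation test, p = 0.581). With library set as a covariate, permuting within each set, the difference was -0.69 (exact permutation test over 1260 splits, p = 0.0968). Division by GAPDH made it larger, at -1.07 (exact permutation test, p = 0.0163). The same scaling moved the median of all genes from -0.30 to -0.67, since GAPDH was higher in RRMS. In library set 1, the CTRL mean was 4.52 FPKM and the RRMS mean 0.396 FPKM. The lowest of these values, in RRMS replicate 2, corresponds to 9.26 fragments per kilobase of transcript at the estimated depth.
SSB (ENSG00000138385, plus strand of chromosome 2 from 169791933 to 169812064) had 5.21 ± 2.39 FPKM (SD, n = 8) in CTRL and 3.11 ± 2.02 FPKM (SD, n = 6) in RRMS. The ratio of the means was 0.597 and the log2 difference -0.65, which did not exceed what regrouping of the libraries gives (exact permutation test, p = 0.119). In limma the standard error was 0.35 and the adjusted p 0.190. Within library set 2, SSB had 4.84 ± 2.5 FPKM (SD, n = 6) in CTRL and 4.14 ± 1.55 FPKM (SD, n = 4) in RRMS, a log2 difference of -0.10 (exact permutation test, p = 0.805). The means in library set 1 were 6.32 FPKM in CTRL and 1.06 FPKM in RRMS. Division by GAPDH, as in the quantitative PCR, gave a log2 difference of -1.01 (exact permutation test, p = 0.0423). This was not specific to SSB, since 8324 of the 13205 genes passed as lower in limma with this scaling. GAPDH itself was higher in RRMS by 0.48 on the log2 scale (exact permutation test, p = 0.0030). With unscaled FPKM and without RRMS replicate 6, the SSB difference was -0.84 (exact permutation test, p = 0.0482). From the quantitative PCR, RNA-seq and western blots together, the paper concludes that TROVE2 and SSB transcripts and their proteins are diminished in RRMS (Fig. 5A to D).

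**Figure D3:**
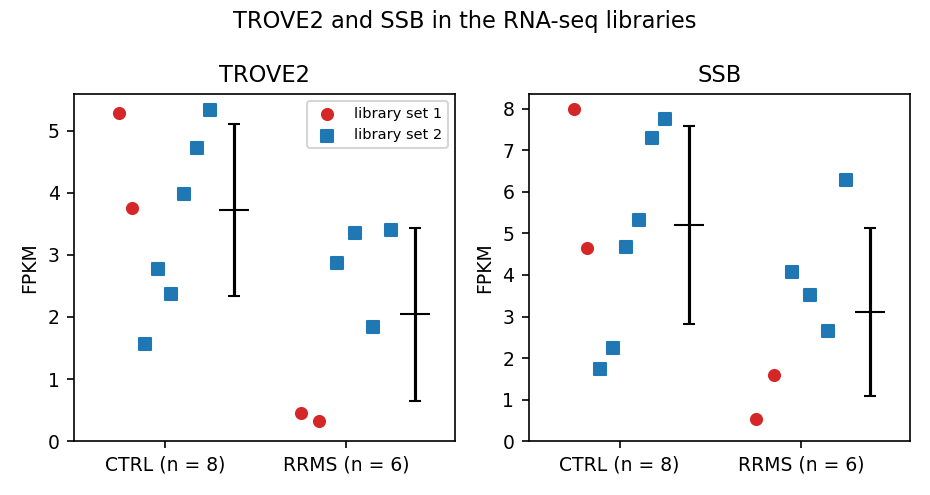
FPKM of TROVE2 and SSB in each CTRL (n = 8) and RRMS (n = 6) library, with circles for library set 1, squares for library set 2, and the group mean ± SD beside the points. For TROVE2 the RRMS libraries of library set 1 lie at 0.460 and 0.333 FPKM, below every CTRL library.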

We also determined levels of protein expression of Ro60 and La in PBMC by western blotting. We found that both Ro60 and La proteins were profoundly diminished in RRMS PBMC relative to CTRL PBMC (Figure 5C and D). Thus, both *TROVE2* and *SSB* transcripts and Ro60 and La proteins were profoundly diminished in RRMS and these mRNA and protein expression differences were not seen in several other autoimmune diseases.

**Figure 5:**
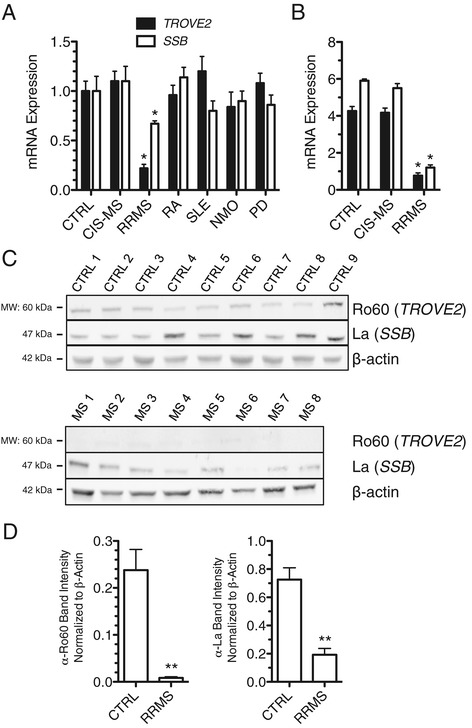
Ro60 and La proteins are depressed in RRMS. (**A**) Ro60 (*TROVE2*) and La (*SSB*) transcript levels in CTRL (N = 24), CIS-MS (N = 16), RRMS (N = 22), RA (N = 18), SLE (N = 24), NMO (N = 22), and PD (N = 19) were determined by quantitative PCR after cDNA synthesis using oligo-dT. Results are normalized to CTRL = 1.0 after normalization to transcript levels of *GAPDH*, error bars are S.D. (**B**) As in (A) using whole genome RNA-sequencing data. (**C**) Western blotting to determine Ro60 and La protein levels in PBMC from CTRL (N = 9) and RRMS (N = 8). (**D**) Quantitative estimates of protein abundance relative to β-actin. *P <0.05, **P <0.01.

### Interferon-β1b (Betaseron) and structural defects in RRMS

For all analyses above, RRMS subjects were either on copaxone or no immunomodulatory therapy. Thus, we compared these subjects to RRMS on stable betaseron therapy. We found that levels of *TROVE2*, *SSB*, poly(A) + Y1 RNA and poly(A) + U1 snRNA were close to CTRL levels in RRMS subjects on betaseron therapy compared to RRMS subjects on either copaxone or no immunomodulatory therapy (Figure 6A, B). We examined responses of three individuals in longitudinal studies who initiated betaseron and found that correction of levels of *TROVE2*, *SSB,* poly(A) + Y1 RNA and poly(A) + U1 RNA was very rapid. We hypothesize that signaling pathways either directly or indirectly activated by betaseron interfere with signaling pathways driving defects in polyadenylation of structural RNAs in and expression of *TROVE2* and *SSB* in RRMS and that betaseron will be a useful tool to identify underlying mechanisms. Further, measurement of polyadenylated species of ncRNAs may provide a useful means to monitor responses to betaseron or other immunomodulatory therapies in RRMS.

**Figure 6:**
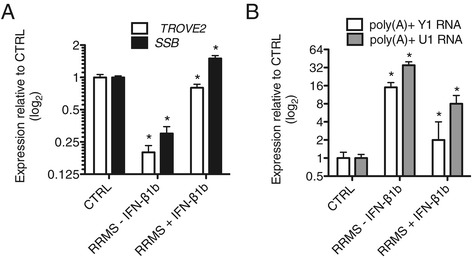
Interferon-β1b (IFN-β1b) therapy corrects aberrant levels of *TROVE2*, *SSB*, poly (A) + Y1 RNA, and poly(A) + U1 snRNA in RRMS. Blood samples were collected in PaxGene tubes from CTRL (N = 12), RRMS subjects not on IFN-β1b (RRMS - IFN-β1b, N = 12), and RRMS subjects on stable IFN-β1b therapy (RRMS + IFN-β1b, N = 4). Oligo dT was used for cDNA synthesis. Transcript levels of *TROVE2* and *SSB* (**A**) or poly(A) + Y1 RNA and poly(A) + U1 RNA (**B**) were determined by quantitative PCR and normalized to CTRL = 1 after normalization to levels of *GAPDH*. Error bars are ± S.D. *P <0.05.

### TROVE2 and SSB silencing disrupts structural RNA surveillance and alters mRNA length

To establish causal links between Ro60 and La imbalance and polyadenylation and processing of structural ncRNAs observed in RRMS, we designed siRNAs specific for human *TROVE2* and *SSB* and transfected them into the human THP-1 monocyte or the Jurkat T cell line. Transfection with *TROVE2* siRNA caused specific reduction of *TROVE2* transcripts but not *SSB* transcripts (Figure 7A). Similarly, the *SSB* siRNA caused specific loss of *SSB* transcripts but not *TROVE2* transcripts. We asked if reduced *TROVE2* or *SSB* levels resulted in an increase in the amount of poly(A) + Y1 RNA in THP-1 cells. We found that knockdown of either *TROVE2*, *SSB*, or the combination effectively increased levels of poly(A) + Y1 RNA (Figure 7B). Additionally, knockdown of *SSB* resulted in marked accumulation of poly(A) + 18S rRNA (Figure 7C). Knockdown of *TROVE2* resulted in only a modest increase in poly(A) + 18S RNA. In contrast, levels of poly(A) + 28S rRNA were largely unaffected by knockdown of either *TROVE2* or *SSB* but were modestly increased by the knockdown of both *TROVE2* and *SSB*. We also examined the impact of *TROVE2* or *SSB* knockdown on levels of poly(A) + U1 RNA and found that knockdown of *TROVE2*, but not knockdown of *SSB*, caused a marked increase in levels of poly(A) + U1 RNA (Figure 7D). rRNA misprocessing was also analyzed as described above. In both THP-1 cells and Jurkat cells, transfection of *TROVE2* and/or *SBB* siRNAs increased levels of misprocessed 18S rRNA and, to a lesser extent, misprocessed 28S rRNA (Figure 7E, F). Since the combination of *TROVE2* and *SSB* knockdown increased the amount of poly(A) + U1 RNA and alterations in levels of U1 RNA result in isoform switching, we determined if *TROVE2* and *SSB* RNA knockdown was sufficient to alter mRNA lengths in a cell [21]. We transfected *TROVE2* and *SSB* siRNAs into THP-1 cells and employed a PCR strategy to test for different lengths of *MBP*, *CSF1R*, and *NFATC1* transcripts (Figure 7G). Similar to what we observed *in vivo*, we found that reduced levels of either Ro60 or La by siRNA silencing were sufficient to increase expression levels of the *MBP* intron, to reduce expression of CSF1R exon 2 but not CSF1R exon 22, and also decrease the ratio of short to long *NFATC1* isoforms (Figure 7H). Finally, we examined the ability of Ro60 and La to bind these target mRNAs using RNA immunoprecipitation and quantitative PCR. Only a modest fraction of total CSF1R, NFATC1, or MBP mRNA bound to Ro60 or La (Additional file 2: Figure S1). Taken together, these results demonstrate that Ro60 and La protein levels are critical for many aspects of proper RNA surveillance including maintaining low levels of the poly(A) + ncRNAs, Y1 RNA, rRNAs, and U RNA, rRNA processing, and proper mRNA splicing; key components of RNA function in the cell.

**Figure 7:**
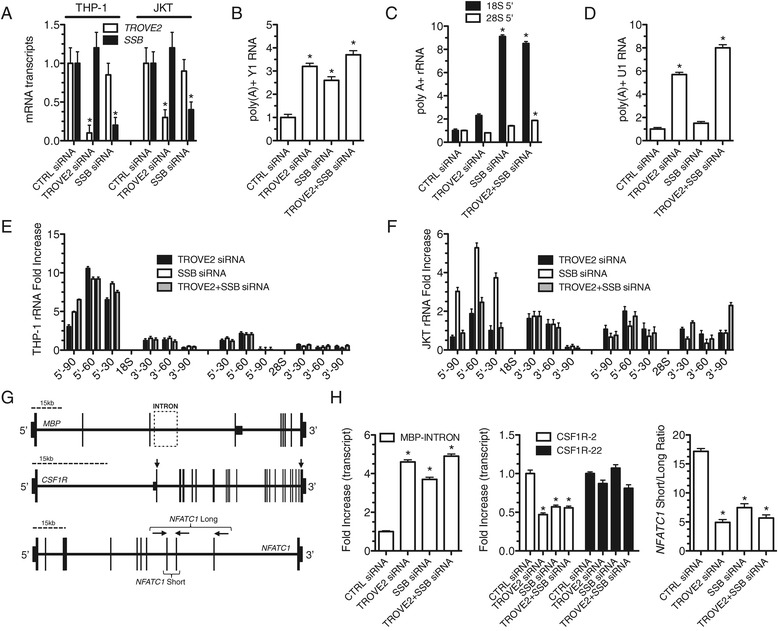
Loss of *TROVE2* and/or *SSB* via small RNA interference increases poly(A) + Y1 RNA, rRNAs, and U1 RNA, misprocessed 18S and 28S rRNA, and alters mRNA length. (**A**) Selective siRNA-mediated knockdown of *TROVE2* or *SSB* in THP-1 cells or Jurkat T cells. Transcript levels of TROVE2 and SSB were determined by quantitative PCR using oligo d(T) for cDNA synthesis. Results are normalized to cells transfected with a non-specific scrambled siRNA negative control after normalization to transcript levels of *GAPDH*. (**B**) Poly(A) + Y1 RNA levels were determined by quantitative PCR using oligo-dT for cDNA synthesis. Results normalized to CTRL (transfection of scrambled siRNA). (**C**) As in (*B*) except levels of 18S and 28S rRNAs were determined. (**D**) As in (B) except levels of poly(A) + U1 snRNA were determined. (**E**, **F**) Transcript levels of misprocessed rRNAs in THP-1 (E) and Jurkat T cells (F) (-90, -60, -30 bp) were determined and are expressed relative to cells transfected with a scrambled siRNA as described in Figure 2. (**G**) PCR strategy to test altered lengths of *MBP*, *CSF1R*, and *NFATC1* transcripts. (**H**) As in (A) except transcript levels of the MBP intron, CSF1R exons, and NFATC1 short to long mRNA isoform ratios were determined by quantitative PCR and normalized to CTRL. Each experiment was performed a minimum of three times, results are expressed as mean ± S.D *P <0.05.

## Discussion

We have found that extensive polyadenylation of structural RNAs, including Y1 RNA, U RNAs, and rRNAs is a feature of mononuclear cells from subjects with RRMS but not from subjects with other autoimmune or neurodegenerative conditions. Increased polyadenylation of rRNAs is associated with mis-processing of both 18S and 28S rRNAs. Alterations in polyadenylation and total U RNAs, essential components of the spliceosome, are associated with extensive 5’ shortening, 3’ shortening, and intron retention of mRNAs. Ro60 and La, two protein components of ribonucleoprotein complexes in the cell, are under-expressed in RRMS and siRNA-mediated ‘knockdown’ of Ro60 and/or La recapitulates these effects in cell lines resulting in increased polyadenylation of structural RNAs, misprocessing of 18S and 28S rRNAs, and isoform switching of mRNAs. Finally, IFN-β1b or betaseron, a common therapy for RRMS, but not other autoimmune diseases, restores the balance of polyadenylated structural RNAs to normal and reverses the loss of Ro60 and La that is seen in RRMS.

A general model is that misfolded or misprocessed RNA substrates are polyadenylated in ribonucleoprotein particles, termed the *Tr*f4p/*A*ir2p/*M*tr4p polyadenylation complex or TRAMP complex in yeast [29]. Trf4p and Trf5p are poly(A) polymerases. Mammalian orthologues include PAPD5 and PAPD7. This complex or similar complexes in higher eukaryotes catalyzes oligoadenylation or polyadenylation of RNA substrates, which, in turn, stimulates the exosome to degrade these poly(A) + substrates. Thus, in RRMS mononuclear cells, alterations in levels of misfolded or misprocessed structural RNAs or increased activity of the TRAMP complex or its equivalent may lead to increased polyadenylation of structural RNA substrates. Alternatively, decreased function of the exosome may lead to increased levels of poly(A) + structural RNA substrates. In fact, the eubacterium orthologue of Ro60 functions with Y RNA and the exosome to degrade misprocessed or misfolded structural RNAs [38]. Thus, defects in expression of Ro60 in RRMS may lead to defective function of the exosome and contribute to increased levels of polyadenylated structural RNAs seen in RRMS. Future studies will be required to delineate among these possibilities.

Ribosomal RNA processing proceeds via both endonucleolytic cleavages and exonucleolytic processing to yield mature 18S and 28S rRNAs. Levels of misprocessed rRNAs in cells are extremely low if effective RNA surveillance mechanisms outlined above are fully functional. Various manipulations, such as inhibition of RNA polymerase 1 by low concentrations of actinomycin D [30], produce aberrant pre-rRNA transcripts that are polyadenylated. Thus, abortive synthesis and processing of 18S and 28S rRNAs as well as other structural RNAs may also contribute to increased levels of polyadenylated structural RNAs in RRMS.

The U RNAs are another class of structural RNAs. These snRNAs constitute the RNA portion of the spliceosome required to remove introns from pre-mRNAs to produce mature mRNAs for translation. Polyadenylated forms of U1, U2, and U4 RNAs, as well as U11 and U12 components of the minor spliceosome pathway, are markedly increased in RRMS. There is also genome-wide disruption of splicing and processing of mRNAs resulting in 5’ and 3’ mRNA shortening and intron retention. An example of intron retention is the *MBP* gene. MBP has long been considered a candidate autoantigen for RRMS. In animal models, injection of foreign MBP gives rise to cross-reactivity to native MBP and inflammation, autoimmunity and clinical symptoms similar to human RRMS [39]. In a similar vein, intron retention in the MBP mRNA could produce MBP proteins with altered C-termini viewed by the immune system as foreign. Resulting immune responses to these altered MBP proteins could lead to cross-reactivity with native MBP and immune attack against myelin in the central nervous system thus contributing to development of RRMS.

Ro60 and La proteins are components of ribonucleoprotein particles. Both proteins bind certain structural RNAs. For example, Ro60 binds Y RNAs while La binds tRNAs, certain rRNAs, and microRNAs [13]. Both proteins are thought to play important roles in surveillance and quality control of structural RNAs. We found that both Ro and La proteins exhibit substantially reduced expression in RRMS but not other autoimmune diseases or other neurodegenerative diseases. In cell lines, we found that siRNA-mediated depletion of either Ro60 or La or both recapitulated many of the defects in structural RNA surveillance seen in RRMS mononuclear cells. Thus, depletion of Ro60 and La proteins in RRMS probably contributes to loss of structural RNA quality control in RRMS. Exact mechanisms are not completely clear. Ribonucleoprotein particles are heterogeneous complex structures that contain multiple proteins and RNA species with different functions. Loss of Ro60 and/or La may disrupt these ribonucleoprotein particles leading to loss of function, some of which are intimately involved in structural RNA quality control. Loss of Ro60 or La may also produce other defects in polyadenylation and/or degradation of structural RNAs. Further studies will be required to better understand mechanistic relationships between Ro60 and/or La deficiency and polyadenylation and processing of structural RNAs.

The relationship between deficiencies of Ro60 and La proteins in RRMS, defective quality control of structural RNAs in RRMS and disease pathogenesis is not immediately apparent. It is noteworthy that deletion of the Ro60 orthologue in mice results in selective development of a lupus-like autoimmunity syndrome including increased photosensitivity, membranoproliferative glomerulonephritis and production of autoantibodies suggesting that one role of Ro60 may be to prevent certain forms of autoimmunity [40]. Loss of Ro60 orthologues in various species also results in aberrant responses to UV irradiation, a form of cellular stress, defective ribosome biogenesis, including rRNA biogenesis, results in activation of stress responses mediated via the p53 pathway [41]. Numerous studies have implicated aberrant stress responses in the genesis of autoimmunity. This interpretation is consistent with our results that show that Ro60 and La deficiency are associated with human RRMS. It is also noteworthy that therapy IFN-β1b (betaseron), a common treatment for RRMS, restores levels of Ro60 and La proteins and polyadenylated structural RNA substrates to near normal. As such, monitoring levels of Ro60 and La proteins and polyadenylated structural RNA substrates in response to therapy may be useful predictors of disease activity or progression. It may also be informative to determine how levels of Ro60 and La proteins and polyadenylated structural RNA substrates respond to newer therapies for RRMS, such as Tysabri™, that are designed to keep mononuclear cells out of the central nervous system [42]. Studies such as these may define whether stimuli driving loss of Ro60 and La and accumulation of polyadenylated structural RNAs are derived from the central nervous system or the periphery.

It may seem unexpected that defects in expression of Ro60 and La proteins and defective structural RNA processing are seen in RRMS but not other autoimmune diseases. In some respects this is reminiscent of the findings that selective defects in RNA metabolism that are thought to be causative for specific neurodegenerative diseases [43-45]. In large part, these neurodegenerative diseases result from death of specific classes of neurons but are often caused by mutations in ubiquitously expressed genes but produce a very specific neurologic deficit. For example, spinal muscular atrophy is caused by deletions or mutations in the gene that encodes survival of motor neuron 1 (*SMN1*) and the SMN1 protein is ubiquitously expressed and plays a critical role in assembly of the spliceosome and mRNA processing. Similarly, defects in spliceosome integrity are also associated with the motor neuron disease amyotrophic lateral sclerosis. Other examples exist where defects in these universal cellular processes give rise to unique neurodegenerative disorders. It is also relevant to note that we have not examined defects in mRNA processing in other inflammatory or autoimmune disorders and these studies are in progress. It cannot be ruled out that integrity of mRNA processing is a common defect in multiple autoimmune diseases that may arise from different molecular pathways.

## Conclusion

Origins of defects in expression of Ro60 and La proteins, structural RNA processing, and mRNA processing in RRMS may arise from inheritance or from environmental events or responses to environmental events. Our cross-sectional analyses demonstrate that these defects are not seen in subjects at the time of their initial CIS event who go on to develop RRMS but are seen in subjects at their initial diagnosis of RRMS. The period of time between an initial CIS event and diagnosis of RRMS is quite variable but can be up to five years (1 to 4). For these reasons, we do not believe that defects described here arise via inheritance but rather propose that environmental events or responses to environmental changes are causative. We cannot rule out the possibility that these defects arise via somatic mutation and this will be the subject of future investigations. Further, if other cells, especially cells within affected tissues in the CNS, exhibit these defects is unknown and will be the subject of future investigations.

Finally, biologic pathways that control surveillance and quality control of structural RNAs are largely conserved throughout evolution. Our results show that acquired defects in these pathways are associated with human disease and may pave the way for a deeper understanding of how these pathways may be involved in normal biologic processes such as responses to extracellular and intracellular stimuli, responses to various forms of stress, and contributions to human disease.

## Materials and methods

### Study populations

Our patient cohort contained control subjects with no major medical conditions, chronic or acute infections, and no family history of autoimmune disease. Blood samples in PaxGene tubes were obtained from (1) patients with clinically isolated syndrome prior to diagnosis of RRMS; (2) at the time of diagnosis of RRMS before the onset of therapy; and (3) established RRMS of >1 year’s duration on medications. We also analyzed subjects (4) meeting the American College of Rheumatology (ACR) clinical criteria of RA; (5) meeting the ACR criteria for SLE; (6) NMO; and (7) PD. RRMS and NMO samples were obtained from nine sites (AZ, CA, MD, MA, MS, NY, SC, TN, TX)] in the United States with the assistance of the Accelerated Cure Project. In the established multiple sclerosis cohort, seven patients were receiving glatiramer acetate (Copaxone) and 15 were on no immunomodulatory therapy. Unless otherwise indicated, no established relapsing-remitting multiple sclerosis patients were receiving interferon-β1b (Betserson). RA and SLE samples were collected from three different sites in the USA (TN, TX, PA). Relevant institutional board approval from all participating sites was obtained. All subjects provided written informed consent. Additional patient characteristics are summarized in Additional file 1: Table S1.

### siRNA knockdown and cell culture

Cells were cultured in RPMI 1640 medium supplemented with fetal bovine serum (FBS) at 10% (Jurkat) or 20% (THP-1), 1% penicillin/streptomycin, and 1% L-glutamine at 37°C in a humidified atmosphere of 5% CO_2_. Jurkat T cells were obtained from the American Type Culture Collection (ATCC, Manassas, VA). The THP-1 monocytic cell line was from Dr. Jacek Hawiger (Vanderbilt University Medical Center). Single, inventoried silencer select siRNAs (Ambion) against each mRNA were transfected into Jurkat T cells using the Amaxa Cell Line Nucleofector Kit V (Lonza) or into THP-1 cells by Lipofectamine RNAiMAX (Invitrogen).

### RNA isolation, cDNA synthesis, and real-time PCR

Peripheral whole blood was drawn into PreAnalytiX PaxGene tubes (VWR, West Chester, PA, USA). Cell cultures were treated with Tri-Reagent (Molecular Research Center). RNA was isolated following the supplied protocol and purified with the RNEasy MinElute Cleanup kit (Qiagen) and quantified using a Nano Drop 1000 spectrophotometer [46,47]. Complementary DNA (cDNA) was reverse transcribed from total RNA using the SuperScript III First-Strand Synthesis Kit (Life Technologies) using oligo-dT or random hexamer primers and purified using the Qiagen QiaQuick PCR purification kit. Real-time qPCR (Bio-Rad iCycleriQ Real Time PCR System) was performed in duplicate using SYBR green in 15 μL reaction volumes. Primers used in this study are described in Additional file 3: Table S2.

### Western blotting

Western blotting was performed as described previously [48,49]. Briefly, peripheral blood mononuclear cells were isolated from whole blood using BD Vacutainer Cell Preparation Tubes. Whole cell lystates were resolved by SDS polyacrylamide gel electrophoresis and transferred to polyvinylidene fluoride (PVDF) membranes overnight at 4°C. Membranes were washed and blocked using Odyssey Blocking Buffer (Li-COR Biosciences, Lincoln, NE, USA) for 1 h at room temperature. Membranes were rinsed and incubated with primary antibodies overnight at 4°C. Antibodies used in this study: monoclonal mouse anti-SSB (ab75927; Abcam), polyclonal rabbit anti-TROVE2 (NBP1-86998; Novus Biologicals), and mouse monocloncal anti-actin (sc-8432; Santa Cruz Biotechnology). Membranes were then washed and incubated with fluorescently labled IRDye 700/800 antibodies diluted in blocking buffer in the dark. Blots were washed and resuspended in TBS prior to scanning and band quantification using the Li-COR Odyssey Infrared Imaging System (Li-COR Biosciences, Lincoln, NE, USA).

### RNA-Immunoprecipitation (RIP)

RIP analysis was performed as described previously [50,51]. Briefly, Jurkat T cells were harvested, nuclei isolated, lysed, and chromatin sheared, followed by incubation with monoclonal mouse anti-SSB (ab 75927; Abcam) or polyclonal rabbit anti-TROVE2 (NBP1-86998; Novus) overnight at 4°C. Protein A/G beads were added to the lysate and incubated at 4°C for an additional 3 h. Beads were pelleted, supernatants harvested, and beads washed and suspended in Tri-Reagent. RNA bound to the immunoprecipitate was purified following the manufacturer’s supplied protocol (Molecular Research Center).

### RNA-seq sample preparation and data analysis

We extracted RNA from healthy controls (N = 8) and established relapsing-remitting multiple sclerosis patients (N = 6) using PaxGene tubes according to the manufacturer’s protocol. Library preparation was then performed using the Illumina Tru-Seq RNA kit using oligo-dT primers. RNA-sequencing was conducted in the Vanderbilt Technologies for Advanced Genomics (VANTAGE) core. One hundred bp paired-end reads were generated with an Illumina HiSeq 2500. A quality control step was initially performed on the raw data to identify potential outliers before any advanced analysis using tools such as Fastx Toolkit and FastQC [52]. The RNA data were aligned with TopHat and gene expression levels were quantified using Cufflinks [53,54]. FPKM (fragments per kilobase per million reads) based approaches (Cuffdiff) were used to detect differentially expressed genes [55]. False discovery rate (FDR <0.05) was used for multiple test correction.

MatLab (version R2013a) was used to construct a matrix of counts from the data. In particular, MatLab functions included in the *Bioinformatics Toolbo*x (for example, getCounts, estimateBaseParams, computePVal, and so on) were employed to extract counts on basepair (bp) intervals specified by library GTF annotation files or by customized un-annotated locations along each chromosome in annotated exons and introns. These raw counts were normalized using the medians of the sets formed by the ratios of the raw counts and the non-zero geometric mean of the raw counts on each interval. These normalized counts were then used to perform the statistical analysis comparing the control and multiple sclerosis groups. In particular, the *P* values and adjusted *P* values for the difference of the means of the two groups were computed on each bp interval. The Benjamini-Hochberg procedure was used to find the adjusted *P* value and correct for FDRs from multiple sampling. Next, the log_2_ of the ratio of the mean normalized multiple sclerosis counts to the mean normalize control counts was computed for bp intervals that had non-zero geometric means. Lastly, bp intervals where the adjusted *P* value was less than a prescribed number (for example, 0.01) and the absolute value of the log_2_ ratio was larger than a second prescribed number (for example, 4) were then selected for further analysis. Output from MatLab calculations were inputted into *Mathematica* (version 9.0.1) whose GeonomeData database was used to further explore coding and non-coding regions along the chromosomes. We considered loss of one or more exons at the 5’ end of an individual mRNA transcript to be an example of 5’ mRNA shortening and loss of one or more exons at the 3’ end of an individual mRNA to be an example of 3’ mRNA shortening. Intron retention was defined as gain of specific RNA transcripts within introns.

### Statistical analysis

Data are expressed as the mean ± SD of three or more independent experiments. Significance was determined by Student’s *t*-test using GraphPad Prism Software (La Jolla, CA, USA). *P* values <0.05 were considered significant.

### Data availability

The RNA-sequencing data used in this study are accessible through NCBI’s Gene Expression Omnibus using accession code GSE66573.

## Additional files

Additional file 1: Table S1. Summary of patient characteristics. Additional file 2: Figure S1. RNA-immunoprecipitation analysis of target mRNA binding to Ro60 and La proteins. Ro60 or La proteins were immunoprecipitated with specific antibodies. Levels of each mRNA (X-axis) were determined by quantitative PCR using exon-specfic primers described in Figure 4F. Result are expressed as fraction of the total of each mRNA unbound or recovered in the Ro60 or La immunoprecipitates (± S.D). Additional file 3: Table S2. Primers used in quantitative PCR reactions.

## Abbreviations

CIS: Clinically isolated syndrome
ncRNA: Non-coding RNA
NMO: Neuromyelitis optica
PD: Parkinson’s disease
RA: Rheumatoid arthritis
RRMS: Relapsing remitting multiple sclerosis
SLE: Systemic lupus erythematosus

# Supplementary material for: Defective structural RNA processing in relapsing-remitting multiple sclerosis
**Source:** Genome Biol. 2015 Mar 25;16(1):58. doi: 10.1186/s13059-015-0629-x
**Supplement:** Additional file 1: Table S1. — Summary of patient characteristics.

**Additional file 1: Table S1. Summary of Patient Characteristics**

**(A)**

Controls MS-CIS MS-NAIVE RRMS NMO RA SLE PD

(n=96) (n=26) (n=34) (n=94) (n=22) (n=18) (n=24) (n=19)

Age, mean ± SD yrs. 38 ± 11 38 ± 10 46 ± 10 43 ± 9 45 ± 9 51 ± 14 42 ± 13 60 ± 14

Female (%) 73 88 84 82 80 94 94 84

Ethnicity (%)

Caucasian 58 81 80 76 64 83 45 84

African American 22 15 20 24 36 11 33 16

Hispanic 13 4 -- -- -- 6 11 --

Asian 7 -- -- -- -- -- 11 --

Disease Duration, -- 0.7 ± 0.6 -- 7 ± 5 5 ± 4 11 ± 9 6 ± 4 4 ± 3

(mean years ± SD)

*Except where indicated otherwise, values are the percent.

**(B)**

**Western Blot** Controls RRMS

(n=9) (n=8)

Age, mean ± SD yrs. 39 ± 17 42 ± 10

Female (#) 7 8

Ethnicity (#)

Caucasian 7 7

African American 2 1

Hispanic -- --

Asian -- --

Disease Duration, -- 12 ± 9

(mean years ± SD)

**(C)**

**RNA-sequencing** Controls RRMS

(n=8) (n=6)

Age, mean ± SD yrs. 34 ± 6 34 ± 8

Female (#) 6 4

Ethnicity (#)

Caucasian 8 6

African American -- --

Hispanic -- --

Asian -- --

Disease Duration, -- 3 ± 1

(mean years ± SD)

# Supplementary material for: Defective structural RNA processing in relapsing-remitting multiple sclerosis
**Source:** Genome Biol. 2015 Mar 25;16(1):58. doi: 10.1186/s13059-015-0629-x
**Supplement:** Additional file 3: Table S2. — Primers used in quantitative PCR reactions.

**Additional file 3: Table S2: Primers used in quantitative PCR reactions.**

**GAPDH For** AGCCACATCGCTCAGACAC

**Rev** GCCCAATACGACCAAATCC

**RNY1 For** GGCTGGTCCGAAGGTAGTGA

**Rev** GCAGTAGTGAGAAGGGGGGA

**RNY3 For** GGCTGGTCCGAGTGCAGTGG

**Rev** GAAGCAGTGGGAGTGGAGAA

**RNY4 For** GGCTGGTCCGATGGTAGTGG

**Rev** TTAGCAGTGGGGGGTTGTAT

**RNY5 For** AGTTGGTCCGAGTGTTGTGG

**Rev** AACAGCAAGCTAGTCAAGCG

**TROVE2 For** tcacatcttaaaccttccagtga

**Rev** gagagtgctttttctttatacaattca

**SSB For** gatgaaaatggtgcaactgg

**Rev** ctgttttctgttgtttggatgc

**U1 For** tttttccagagcgaggctta

**Rev** ccacaaattacgcagtcgag

**U1 1 For** aaaaagggcttctgtcgtga

**Rev** atcaccagctgcccaaatac

**U12 For** aaaataacgattcggggtga

**Rev** caggcatcccgcaaagtag

**CSF1R-Exon 2** **For** ccagtgcagaggagaggaac

**Rev** cagcaggagcagcagaactc

**CSF1R-EXON 22** **For** tgcagcccaacaactatcag

**Rev** cctcaccttcccaagtttca

**MBP-EXON 1 For** tgggtgcgcgcccgtccctcggagccgccg

**Rev** cggcgctgcgctcgttgctccgaggccgag

**MBP-EXON 4** **For** gagaggcagatgcgaaccagaacaatggga

**Rev** cttgccagagccccgcttgggcgcacccct

**MBP-INTRON** **For** gctgtctcctgtgcctggcccggtgtccat

**Rev** caagaacttggggtcccttcccagagccag

**NFATC1-EXON 2** **For** gtgccacaaccttcagacct

**Rev** gtcttccacctccacatcgt

**NFATC1-EXON 9** **For** ccaggggttaagtcctctcc

**Rev** gagaaaggtcgtggagcttg

**NFATC1-SHORT For** gtcctgtctggccacaactt

**Rev** gggatctcaaccaccagaga

**NFATC1-LONG For** gtcctgtctggccacaactt

**Rev** gggagtccgaggtgacagt

**18S rRNA 28s rRNA**

**5’-30** TCGGGGCCTCGCCGCGCTCT TCCGTCCGCCGAGCGGCCCGT

**5’-60** CCGCGGCCCGTCCGTCCGTC TCTCTCTCCCGTCGCCTCT

**5’-90** CGCCCCGGCCCCACCGGT CCTCCGGTCGTCCCGCT

**5’-0** GCCATGCATGTCTGAGTACG GACCCGCTGAATTTAAGCAT

**5’-100** TCTGATAAATGCACGCATCC GCCTCGATCAGAAGGACTTG

**3’-0** GATCCTTCCGCAGGTTCAC CTTGTGTCGAGGGCTGACTT

**3’-100** CGCTACTACCGATTGGATGG GGCGCTAAACCATTCGTAGA

**3’+30** GCCGCGGGCCTCGCCCT CCCCGCCGGGCCCCCCGCA

**3’+60** TGGGTGTGCGGAGGGAA CGGGAGGGAGGAAGACGA

**3’+90** GAGCGAACGAACGGGCA ACCGGGGTCGCGCGCCCT

How the deposited data were processed for this re-analysis (not part of the article)

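RNA from whole blood of 8 CTRL subjects and 6 subjects with established RRMS was sequenced by the authors after preparation with oligo-dT primers, with 1 library per subject. The authors ran quality control with Fastx Toolkit and FastQC, aligned the reads with TopHat and quantified genes with Cufflinks. The deposited values are FPKM, 1 per gene and library. The paper describes a normalization by medians of ratios for its read counts on exon and intron intervals. Its methods name none for FPKM, although the captions of Fig. 3C and Fig. 5B refer back to panels normalized to GAPDH. The versions of TopHat and Cufflinks, the genome build and the annotation release are not named in the paper's text. The paper's methods name the Tru-Seq RNA kit, while the sample records name the stranded mRNA version of that kit. The read counts per exon and intron behind Figure 4 were not analysed here, nor were the quantitative PCR, western blot and siRNA experiments.

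Each of the 14 columns was mapped to its condition by the sample records. The libraries are numbered in 2 series, treated as library sets, and nothing in the records says what the series stand for. Replicate numbers do not pair CTRL with RRMS libraries, and subjects were treated as independent. No library was left out and no 2 columns were identical.

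The 57750 genes carry Ensembl identifiers, of which 52322 were found in GENCODE release 29. Positions come from that release and names from the table itself. Functional copies of each U snRNA were summed by a rule on gene names set before the data were examined. The rule found no U2 gene, and RNU2-2P was chosen after the gene names had been seen, because RefSeq lists it as an snRNA gene.

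The main analysis used log2(FPKM + 1) and the 13205 genes with an FPKM of at least 1 in at least 6 libraries. Models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. A second model with condition, library set and their product gave the interaction term. Gene lists were tested with camera at its preset correlation, and with fry beside it. Single RNAs were compared by two-sided exact permutation tests in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, using the difference in mean log2(FPKM + 1) as the statistic. Correlations over libraries used 100000 random permutations. The 14 gene lists, fixed before the data were examined, were the exosome, TRAMP and NEXT genes, snRNP and spliceosome proteins, interferon response, 7 blood cell types, ribosomal proteins, replication-dependent histones, and abundant RNAs without a poly(A) tail. The genes named in the text are those the paper names and, by a rule set beforehand, up to 5 risen and 5 fallen genes past the threshold that changed in the same direction in both library sets. 1 gene met that rule.

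The models were tested on simulated data of 13205 genes in groups of 8 and 6 libraries. Values were drawn independently for each gene, with its spread taken from the CTRL libraries of library set 2. Of 200 changed genes, 172 were called, with 7 unchanged genes called. All 93 genes changed 4-fold were among them, and 79 of 107 genes changed 2-fold. When 200 genes were changed in library set 1 only, the interaction term called 75 of them and 2 others. No simulated library lay apart from the rest, as 2 real RRMS libraries do, so these counts need not hold for the real data. Among 1000 simulations without a difference, 5.90% had a permutation p under 0.05. Depth was estimated from the spacing of the lowest FPKM values of 1504 genes longer than 1500 nucleotides, with an assumed fragment length of 180 nucleotides. On simulated libraries of 3 depths the largest error of the estimate was 1.47%. These libraries were made with the formula and fragment length of the estimate. This error therefore covers only the search for the spacing, and a wrong fragment length would not show in it. The score that picks the spacing was settled after the spacings were seen, because a first version gave RRMS replicate 1 a spacing of multiple fragments. That library has the fewest genes on the spacing, 73, and its depth is the least certain.

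The alternatives set before the data were examined were a pseudocount of 0.1, median-ratio scaling of the columns, division by the GAPDH value of each library, library set as a covariate, library set 2 alone, each library left out in turn, no filter on low values, a mean FPKM of at least 5, and array weights. For the U snRNAs they also included summing pseudogene copies, using only the highest copy, and the ratio of medians. Library set 1 alone, and the interaction term with median-ratio scaling or with each library's trend on transcript length removed, were added after the data had been seen. Differences from the alternatives are given with the additional observations.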

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

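The tests of depth, of library sets and of blood cell types were chosen after it was seen that the RRMS libraries of library set 1 lie apart. The tests of the number of genes left after median-ratio scaling and of transcript length, matched genes and short genes were set down before their results were seen, except for the comparison of length classes. The median left after median-ratio scaling was examined last, with its value known. The condition of the test on short genes was rewritten before its result was computed, because the first version needed the length of a gene that GENCODE release 29 does not hold.

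The FPKM total of CTRL replicate 5 was 2013355, against 447345 to 511811 in the other CTRL libraries. It was the only one of 38 groups of libraries checked in which 1 library lay this far from the rest, and about 1 in 20 would by chance. The excess comes from genes named Y_RNA, of which the table has 806. They sum to 1540508 in this library, or 76.5% of its total, and without them its total is 472846. One of them, ENSG00000252522, has 770155 FPKM in this library and is listed at 0 in every other. A candidate explanation is that FPKM is unstable for genes shorter than a sequenced fragment. There were 14 rows of the table above 1000 FPKM in some library and under 1 in at least 10 libraries. Of these, 9 have a known length, and 88.9% of the 9 are shorter than 180 nucleotides, against 11.3% of all genes with a length. The 9 include ENSG00000206706, ENSG00000206927 and ENSG00000207294, each 100 nucleotides long with 192539 FPKM in CTRL replicate 5 only. They belong to the excess that prompted the test, so the share is not independent of it. A true excess of Y RNA in 1 subject was not tested and stays open, although the genes for Y1, Y3, Y4 and Y5 RNA are listed at 0 in every library. FPKM of other genes in this library are not scaled down by these rows, since its other genes sum to a total within the range of the other libraries.

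The difference between RRMS and CTRL was not the same in the 2 library sets. The interaction term passed an adjusted p of 0.05 for 4685 of 13205 genes, 4440 of them lower in RRMS of library set 1 than library set 2 would give and 245 higher. Among the genes the paper names, the interaction was -1.81 on the log2 scale for TROVE2 (adjusted p = 0.00787), -1.74 for SSB (adjusted p = 0.0385), -1.85 for MBP (adjusted p = 0.00282), -0.88 for NFATC1 (adjusted p = 0.0251), -1.62 for PAPD5 (adjusted p = 0.0132) and -1.48 for PAPD7 (adjusted p = 0.00515), all from limma. For CSF1R it was -0.86 (adjusted p = 0.0711). The pattern rests on the 2 RRMS libraries of library set 1. On the first principal component, with 56.1% of the variance, they lie at 101 and 107, and the other 12 libraries lie between -56.5 and 19.1. Their Spearman correlation with each other is 0.947, and with the other libraries 0.759 to 0.898.

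Several technical explanations were weighed. Lower sequencing depth is argued against, because 8 of the other 12 libraries have a lower estimated depth than both. A difference between the library sets that affects every library is argued against by the CTRL libraries, whose median difference between the sets is 0.016 with 31 genes past the threshold. Between the RRMS libraries of the sets, 7185 genes passed and the median was -0.67. A few abundant genes taking a larger share of the FPKM total do not account for the whole pattern, since 3247 genes passed after median-ratio scaling, 1716 of them shared with the 4685. Of the 3247 genes, 1776 were higher and 1471 lower, and the median interaction of all genes went from -0.65 to 0.013. The one-sided fall was thus not left, but this scaling centres each library by construction, so whether abundant genes cause the general fall cannot be told. The alpha-globin gene HBA1 is listed at 0 in 5 RRMS libraries, including both of library set 1, and in 2 CTRL libraries. HBB is listed at 0 in all 14. Values of 0 cannot show which share of the mapped fragments globin took, so a difference in that share stays open. After each library's trend with transcript length was removed, 1868 of 12746 genes passed, 1260 of them shared, with 819 higher, 1049 lower and a median of 0.022. This number lies between the outcomes set down beforehand, which were few genes or most genes. When protein-coding genes were divided by transcript length into 5 classes of nearly equal size, the longest class fell most in library set 1, with a median of -1.15 and 93.8% lower, so that a part of the pattern goes with length. The shortest class also fell, with a median of -0.70, whereas a loss of long transcripts alone would raise the share of short ones. However, length was 1 value per gene, such as 886 nucleotides for CSF1R, which has 9 annotated transcripts. It need not be the length of the RNA in blood. Neither this fall nor the length correction can therefore decide whether long transcripts were lost. A lower share of 1 kind of blood cell would lower its markers and raise those of all others alike. In library set 1, the medians of 6 of 7 cell-type lists were lower in RRMS: monocyte -1.40, T cell -1.16, NK cell -0.70, erythroid -0.66, neutrophil -0.63 and B cell -0.15. The platelet list was higher, at 1.02. With 1 library left out, no list changed direction, but NK cell ranged from -1.24 to -0.31 and erythroid from -1.35 to -0.41. Neutrophil ranged from -0.86 to -0.31 and platelet from 0.58 to 1.36. The median of all genes was itself -0.73, and the lists lay on both sides of it. Lower lists thus cannot be told from the general fall. A higher share of 1 kind would also lower the others. A change in cell mix therefore stays open. Differences in RNA integrity that do not follow transcript length, in handling of the blood, in library preparation of these 2 libraries, in treatment or between subjects were not tested. They stay open, as does a biological difference within RRMS.

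For TROVE2 and SSB, the values in library set 1 were compared with 500 protein-coding genes each, matched on expression and transcript length. TROVE2 lay at percentile 3.60 and SSB at percentile 14.8 of their matched genes, whose medians were -0.99 and -1.05. Both lie within the middle 95% set as the range beforehand, TROVE2 near its edge. The fall of both genes in these 2 libraries is therefore consistent with the general shift of the libraries, and a specific loss of TROVE2 in them is neither shown nor excluded.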

How the results depend on the processing

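Library set 1 alone, and the interaction term with median-ratio scaling or a correction for transcript length, were chosen after seeing the data. Where no cause is given, the cause was not tested. No paired analysis was possible because the replicate numbers do not pair the subjects.

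1 gene passed the threshold between RRMS and CTRL, with 4350 genes at an unadjusted p under 0.05. With library set as a covariate it was also 1 gene, the same one. No gene passed with a pseudocount of 0.1 (4346 at an unadjusted p under 0.05), with median-ratio scaling (4079), in library set 2 alone (910), without a filter (6125 of 31582 tested) or with a mean FPKM of at least 5 (2195 of 7652 tested). Array weights gave 3 genes. Division by GAPDH gave 8346 genes, 22 higher and 8324 lower. GAPDH was higher in RRMS by 0.48 on the log2 scale, so this scaling lowers the other genes in RRMS. Across the fits that each left out 1 library, the number ranged from 0 to 2278. The 2278, of which 150 were higher, came without RRMS replicate 4, and the next largest number was 6, without CTRL replicate 6. Fits with 0 genes had between 2578 and 4946 genes at an unadjusted p under 0.05. 6 of 100 splits of the 14 libraries, the real one included, gave at least as many genes as the real one, with up to 4036.

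The log2 difference of TROVE2 stayed negative throughout. It was no longer past a p of 0.05 with median-ratio scaling (-0.54), with library set as a covariate (-0.69) or in library set 2 alone (-0.16), and passed with division by GAPDH (-1.07, exact permutation p = 0.0163) and with a pseudocount of 0.1 (exact permutation p = 0.0466). It ranged from -0.87 to -0.53 across the 14 comparisons that each left out 1 library, and 9 of these did not pass. SSB passed with division by GAPDH (-1.01) and otherwise only without RRMS replicate 6, in a range of -0.84 to -0.39 across the libraries left out. NFATC1 no longer passed with median-ratio scaling (-0.14) or in library set 2 alone (-0.19), and passed with division by GAPDH (-0.92). MBP changed direction with median-ratio scaling (0.019) and in library set 2 alone (0.22), and passed with division by GAPDH (-0.84). CSF1R changed direction with median-ratio scaling (0.29) and in library set 2 alone (0.18), passed with division by GAPDH (-0.57), and ranged from -0.23 to 0.083 across the libraries left out. Median-ratio scaling moved the median of all genes by about the size of these changes, from -0.30 to 0.00.

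The U snRNAs passed no threshold under any alternative. The log2 difference of U1 snRNA changed direction with division by GAPDH (-0.22), in library set 2 alone (-0.75) and with pseudogene copies (-0.0091), and ranged from -0.083 to 0.68 across the libraries left out. Its ratio of means, 0.671, became 2.04 as a ratio of medians and ranged from 0.594 to 1.13 across the libraries left out. For U2 snRNA the ratio, 1.79, was 0.768 in library set 2 alone, 1.33 with division by GAPDH, 2.87 with median-ratio scaling, 2.19 with pseudogene copies and 2.02 as a ratio of medians. It ranged from 1.22 to 2.51 across the libraries left out, and its log2 difference from 0.88 to 1.67. For U4 snRNA the ratio, 1.49, was 0.998 with division by GAPDH and 0.934 in library set 2 alone, where its log2 difference was -0.066. It was 2.33 with median-ratio scaling, 2.06 with pseudogene copies and 2.68 as a ratio of medians. Across the libraries left out the ratio ranged from 1.19 to 2.38, the highest without CTRL replicate 4, and the log2 difference from 0.040 to 1.43.

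In library set 1 alone, where no p can fall below 0.333, the log2 difference was 2.90 for U1 snRNA (ratio 7.29), 4.25 for U2 snRNA (ratio 19.3), 1.74 for U4 snRNA (ratio 3.52), -1.97 for TROVE2, -1.84 for SSB, -1.63 for MBP, -0.68 for CSF1R and -1.08 for NFATC1. These values rest on 2 libraries per group.

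The interaction with library set passed for 4685 genes, for 3285 of 7652 with a mean FPKM of at least 5, for 3247 with median-ratio scaling and for 1868 of 12746 after the length correction. 4440 of the 4685 were lower in RRMS of library set 1, against 1471 of the 3247 and 1049 of the 1868, so that the one-sided direction is not left after these corrections, which centre each library. 7 of 14 gene lists passed with camera, and 0 with fry, where 5 had an unadjusted p under 0.05. The number was also 7 with library set as a covariate and with median-ratio scaling, but in the latter the TRAMP and NEXT list passed (adjusted p = 0.0208) and the B cell list did not (adjusted p = 0.0520). camera compares a list with the other genes and fry with no change, so the shift of all genes enters only fry. Under fry the direction of 5 lists changed: snRNP and spliceosome proteins (-0.23), NK cell (-0.31), monocyte (-0.26), erythroid (-0.22) and abundant RNAs without a poly(A) tail (-0.23), as medians without the shift of all genes subtracted. Among the other single genes and lists, 21 comparisons of a result with an alternative were weaker and 7 stronger. Of the 21, 13 belong to ENSG00000232208 and the rest to the 7 lists that passed with camera, each weaker under fry and the B cell list also with median-ratio scaling. The 7 belong to PAPD5, PAPD7 and SMN1, each with division by GAPDH and without RRMS replicate 4, and to the TRAMP and NEXT list with median-ratio scaling.

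The depth of the libraries limits values near 0. U2 and U4 snRNA are listed at 0 in some libraries, and without counts no floor can be given for them.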

Differences from the paper's values

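The paper's values here are heights read by eye from its figures, which carry no numbers in the text. Fig. 5B names no unit for its axis. Its caption refers to panel A, where levels were normalized to GAPDH and then to CTRL. Read by eye, its CTRL heights are about 4.2 for TROVE2 and 5.9 for SSB, so its axis is not relative to CTRL. These heights were compared with mean FPKM. Library set 1 alone was chosen after seeing the values.

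For U1 snRNA, the paper's RRMS level relative to CTRL is about 18 in Fig. 3C, read by eye, and the ratio of mean FPKM in the deposited table is 0.671. For U2 snRNA the paper's level is about 8 in Fig. 3C, read by eye, against 1.79, and for U4 snRNA it is about 14 in Fig. 3C, read by eye, against 1.49. None of the alternatives set before the data were examined that change this ratio closed these gaps. Library set 1 alone, chosen after seeing the values, gave 7.29 for U1, 19.3 for U2 (with 1 of its 2 CTRL libraries listed at 0) and 3.52 for U4, and closed none of them either.

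The paper's TROVE2 level in RRMS is about 0.8 in Fig. 5B, read by eye, and the mean FPKM was 2.04. Its SSB level in RRMS is about 1.2 in Fig. 5B, read by eye, and the mean FPKM was 3.11. With division by GAPDH, rescaled to the mean GAPDH of the libraries, the means were 1.77 and 2.72. None of the alternatives set before the data were examined that change a mean closed either gap, and a pseudocount or a covariate leaves the means as they are. In library set 1 alone, chosen after seeing the values, the SSB mean was 1.06, within the range of the paper's value, while the TROVE2 mean was 0.396. The CTRL means, 3.72 for TROVE2 and 5.21 for SSB, did not differ from the paper's heights by this measure.

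The paper states that U1, U2 and U4 RNA are elevated in RRMS in the RNA-seq data. The mean FPKM of U1 was lower in RRMS, although the ratio of the medians was 2.04, and no difference of the 3 passed a p of 0.05, the values being 0.759, 0.144 and 0.618 (exact permutation tests). The paper states that the RNA-seq results for TROVE2 and SSB are equivalent to its quantitative PCR. Here TROVE2 passed 0.05 with an exact permutation p of 0.0493 and SSB did not with 0.119. TROVE2 no longer passed with library set as a covariate (exact permutation p of 0.0968), with median-ratio scaling (exact permutation p of 0.0619), in library set 2 alone (exact permutation p of 0.581) or in 9 of the 14 comparisons that each left out 1 library. SSB passed with division by GAPDH (exact permutation p of 0.0423) and without RRMS replicate 6 (exact permutation p of 0.0482). Division by GAPDH lowers other genes in RRMS too, because GAPDH was higher there. For CSF1R the paper describes a loss of early exons in RRMS, with later exons at similar levels. It also reports a lower early exon by quantitative PCR in a different cohort. A value for the whole gene cannot test a loss of some of its exons. The gene as a whole differed by -0.10 on the log2 scale (exact permutation p of 0.674). With division by GAPDH the difference was -0.57 (exact permutation p of 0.0320). It was in the other direction with median-ratio scaling, at 0.29 (exact permutation p of 0.0683). The same held in library set 2 alone, at 0.18, and without RRMS replicate 2, at 0.083.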

Other observations

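The correlations of U1 snRNA with other RNAs and with depth were set down before they were computed, after the wide spread of U1 snRNA had been seen. The split counts were set down beforehand.

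The count of genes between RRMS and CTRL was compared over 100 splits of the 14 libraries into 8 and 6, the real split being 1 of the 100. With the real split counted, 6 of the 100 gave at least 1 gene, its number. Of these, 5 were among the 52 splits that kept the RRMS libraries of library set 1 in the same group. With library set as a covariate the same gene, ENSG00000232208, passed. For the gene lists, 41 of the same 100 splits gave at least 7 lists, the number of the real split, with a median of 6. The number of lists called by camera is therefore no more than regrouping of these libraries gives.

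U1 snRNA differed between libraries of the same condition by more than the conditions differed. A candidate explanation is carry-over of RNA without a poly(A) tail, in amounts that vary between libraries. Over the 14 libraries, log2 U1 snRNA was compared with 6 measures, with Benjamini-Hochberg adjustment over the 6. With 15 small nucleolar and Cajal body RNAs, Pearson's r was 0.685 (permutation p = 0.00665, adjusted p = 0.00998) and Spearman's rho 0.481 (permutation p = 0.0848, adjusted p = 0.102). Without the 2 libraries farthest from the median r was 0.178, so over both library sets the relation depends on those libraries. Within library set 2, r was 0.896 (permutation p = 0.00115) and rho 0.855 (permutation p = 0.00305), so there the ranks were related as well. With 7SK, r was 0.871 (permutation p = 5.0e-05, adjusted p = 1.5e-04) and rho 0.758 (permutation p = 0.00264, adjusted p = 0.00792), and r was 0.694 without the 2 farthest libraries and 0.965 within library set 2. With RMRP, r was 0.816 (permutation p = 3.9e-04, adjusted p = 7.8e-04) and rho 0.714 (permutation p = 0.00532, adjusted p = 0.0106), and 0.774 and 0.944 in the same 2 subsets. With RPPH1, r was 0.875 (permutation p = 5.0e-05, adjusted p = 1.5e-04) and rho 0.811 (permutation p = 7.4e-04, adjusted p = 0.00444), and 0.738 and 0.933 in these subsets. However, GENCODE release 29 gives the identifier of this RPPH1 entry to AL355075.4, an antisense gene of 638 nucleotides. Which RNA the entry measures is therefore uncertain. With 7SL, r was 0.534 (permutation p = 0.0486, adjusted p = 0.0486) and rho 0.451 (permutation p = 0.107, adjusted p = 0.107), with 0.233 without the 2 farthest libraries and 0.740 within library set 2. These RNAs would also rise together if their polyadenylation varied between libraries, so the explanations cannot be told apart with an oligo-dT preparation alone.

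The estimated depth had a Pearson's r of -0.616 with U1 snRNA (permutation p = 0.0196, adjusted p = 0.0235) and a rho of -0.538 (permutation p = 0.0510, adjusted p = 0.0765). Without the 2 farthest libraries r was -0.370, and within library set 2 it was -0.526 (permutation p = 0.111). The effect of depth cannot be told apart from that of a few libraries. The log2 ratio of U1 snRNA to 7SK differed between RRMS and CTRL by 0.58 (exact permutation test, p = 0.151), by 0.14 within library set 2 (exact permutation test, p = 0.581) and by 1.87 in library set 1.

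Of the other structural RNAs, the genes for U5, U6, U11, U4atac, Y1, Y3, Y4 and Y5 are listed at 0 in all 14 libraries, and the table has no gene for 18S or 28S rRNA. U12 is above 0 in 3 libraries and U6atac in 2, all of them CTRL. 6 RNAs could be tested, and none had an adjusted p under 0.05, with 0 at an unadjusted p under 0.05. The log2 difference was -0.32 for 7SK, 0.03 for 7SL, -0.29 for RMRP and 0.19 for the RPPH1 entry, whose identity is uncertain as stated above. The adjusted p was 0.954 for each of them (exact permutation tests). The direction differed between the library sets for these RNAs. In the same order, the log2 difference was 1.04, 0.30, 0.82 and 2.22 in library set 1. In library set 2 it was -0.88, -0.15, -0.77 and -0.68. For U12 and U6atac the log2 difference over both sets was -0.05 and -1.23.

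Among the 9 protein-coding genes that the paper names, none passed over all genes tested and 6 did when adjusted over the list alone, with 6 at an unadjusted p under 0.05. The study chose some of these genes on the same samples, so the second count is not independent evidence. They were PAPD5 (-0.87), PAPD7 (-0.96), SMN1 (-0.78), NFATC1, TROVE2 and, in the other direction, GAPDH (0.48). Reads of SMN1 are shared with its close copy SMN2, and how the authors' quantification divided them is not known. PAPD5 and PAPD7 encode the poly(A) polymerases that the paper's discussion names. The TRAMP and NEXT genes, 6 of 6 lower in RRMS, had a median of -0.65, with an adjusted p of 0.0926 in camera, 0.0940 with library set as a covariate, 0.0208 with median-ratio scaling and 0.112 in fry. Their median was -1.60 in library set 1 and -0.23 in library set 2, where it ranged from -0.34 to -0.14 with each library left out in turn.

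The medians of the other lists, relative to the median of all genes, were 0.74 for ribosomal proteins, 0.86 for platelet, 0.44 for histones, 0.43 for neutrophil, 0.34 for interferon response, -0.35 for T cell and -0.26 for B cell genes, the 7 lists that passed with camera. They were -0.13 for the exosome, 0.06 for snRNP and spliceosome proteins, -0.01 for NK cell, 0.03 for monocyte, 0.08 for erythroid genes and 0.06 for abundant RNAs without a poly(A) tail. Under fry none of the lists passed, with 5 at an unadjusted p under 0.05. The interferon list had a median of -1.21 in library set 1 and 0.69 in library set 2. The rise in library set 2 rests largely on 1 library, since the median was 0.16 without RRMS replicate 6. The neutrophil list also changed direction, with a median of -0.63 in library set 1 and 0.43 in library set 2. The difference between the library sets was not tested for either list. With median-ratio scaling the B cell list no longer passed (adjusted p = 0.0520). Some lists were tested on part of their members, 14 of 34 for histones, 14 of 28 for RNAs without a poly(A) tail, 15 of 18 for erythroid genes and 39 of 42 for snRNP and spliceosome proteins. CSF1R is itself a member of the monocyte list.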
